A study of Mus musculus with 12 samples. Its data were reported in "Identification of TAZ as the essential molecular switch in orchestrating SCLC phenotypic transition and metastasis" (2022).

How the data were processed

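RNA was measured in 12 libraries of 4 mouse small-cell lung cancer (SCLC) cell lines from the Rb1 and Trp53 conditional knockout (RP) model. SMC lines came from cells sorted as NCAM high and CD44 low or negative, and non-SMC lines from cells sorted as NCAM low and CD44 high. The paper's data availability text assigns this series to RNA sequencing of SMC with control or mutant TAZ, whereas the sample labels give SMC and non-SMC, and the labels were followed. The labels give 2 pairs of lines, SMC#1 with Non-SMC#1 and SMC#2 with Non-SMC#2, with 3 replicate libraries per line and 6 libraries per group. Nothing in the labels says that the replicate libraries of a line came from separate cultures. P-values therefore measure the spread between libraries of the same 4 lines, which may be technical.

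The authors sequenced total RNA as paired-end reads on an Illumina NovaSeq instrument. Per the paper and the submitters' processing notes, reads were mapped with STAR 2.6.1b to the mouse genome, and differential expression was called with DESeq2. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of a library), 1 value per gene row and library, with replicates kept apart. The tool that made the FPKM values is not given in the sources used here. The table held 24458 rows for 23947 symbols, of which 785 shared a symbol with another row. Of 22882 rows matched by symbol to a gene of the GRCm38 (mm10) annotation, 2531 overlapped its position there, while 10606 had exactly its length. The positions are those of the older mouse build NCBI37 (mm9), although the notes name mm10, and coordinates are printed as mm9 with the first base counted as 1.

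FPKM is a share of each library, so a rise of abundant transcripts lowers the values of other genes. A value of 0 can also be an estimate that failed. Of 72 ribosomal protein rows, 2 were at 0 in each library and 3 were at 0 in some libraries. Genes at 0 are therefore described as listed at 0, ranges are given in place of a mean and SD where any library of the group was at 0, and no fold is given against a group listed at 0 throughout. No strand setting was given, so antisense or overlapping genes cannot be separated.

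Total counts were not part of the table. Ratios of values under 0.1 FPKM between libraries gave relative depths of 0.930 to 1.43. In 2214 genes with 1 annotated transcript and an assumed fragment length of 300 bp, the spacing of low values gave about 28300000 to 44500000 mapped fragments per library, or 24700000 to 37400000 with no fragment length taken off. FPKM sums were 289158 to 427958, and 10794 to 11536 rows reached 1 FPKM in a library.

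Rows with at least 1 FPKM in at least 3 libraries were kept, which left 13122 rows. Values were transformed to log2(FPKM + 1), and a mean was fitted for each of the 4 lines with limma 3.58.1 (trend and robust options) in R 4.3.3. Log2 differences on this scale understate the change of low genes. The SMC against non-SMC difference was the mean of the within-pair differences. Each pair was also tested alone, and the difference between the pairs (pair 1 minus pair 2) was tested as an interaction. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Because the table held FPKM, the count-based test of the study was not run here.

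Gene lists were tested with camera in limma at a preset inter-gene correlation of 0.01, adjusted over lists, and again with an estimated correlation and with fry. Of 35 lists, 33 were tested. The erythroid list had 8 members, 7 in the table and none at the filter, and none of the 10 mitochondrially encoded genes was in the table. For each list the members were counted at the adjusted p over all genes tested and adjusted over the list alone. The SCN genes, sorting markers, Hippo genes and SWI/SNF subunits were singled out by the study on these cells, so their direction is not independent evidence, and the study also named immune-related pathways.

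Genes named in the text followed a rule. It took the 10 largest differences in each direction among genes called alike in both pairs, with at least 5 FPKM in the higher group and no overlap between groups. It also took 30 genes named in advance, and up to 2 members per direction with the largest change in each list described. This gave 92 genes, of which 3 are not reported here. The tests, filter, lists, naming rule and most alternatives were fixed before the data were examined. The 17 lists described by their members (the glycolysis list is not among them), the leaving out of rows at 0 in each library of a line, and the replicate block and median-ratio scaling of the list tests were chosen after seeing the data. Genes outside the rule are said to be chosen after their values were seen.

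The procedure was tested on simulated data for the 13122 genes, with 50 genes changed at each log2 size of 0.5, 1, 2 and 4. For the SMC against non-SMC difference, 48, 50, 50 and 50 were called. For pair 1 alone 33, 47, 50 and 50 were called, and for pair 2 alone 35, 49, 50 and 50. For the interaction 12, 44, 50 and 50 were called. Of 12922 unchanged genes, 11, 7, 9 and 7 were called in these comparisons. Of 33 lists, 0 were called with no effect. With a shift of 1 planted in the cell cycle list, that list and 1 other were called, the E2F and RB target genes, which share 10 of 20 members with it. In these simulations genes varied independently around 1 mean shared by the lines. The counts therefore do not give the rate of false calls where genes move together or lines differ.

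Alternatives were pseudocounts of 0.1 and 0.5, no filter or a filter on the mean, quantile normalization, median-ratio scaling, limma without trend and robust options, a replicate block, pair as an additive term, the line as the unit (without the robust option), shared symbols left out, and each library left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.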

Results

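To ask how gene expression differs between SCLC metastasizing cells (SMC) and non-metastasizing cells (non-SMC), RNA sequencing values were analyzed in 12 libraries from 4 mouse SCLC lines. The SMC lines grow as floating spheres and the non-SMC lines grow attached to the dish. There were 2 SMC lines and 2 non-SMC lines, arranged as pair 1 and pair 2, with 3 libraries each. Values are FPKM as mean ± SD over the 6 libraries of a group unless a line is named. The SD of a group therefore includes the difference between its lines. The libraries held about 28300000 to 44500000 mapped fragments, estimated from the spacing of low values. Spearman correlations across genes were 0.983 to 0.997 within a line, 0.917 to 0.926 between the SMC lines, 0.909 to 0.914 between the non-SMC lines and 0.634 to 0.659 between the groups. The first principal component held 78.2% of the variance and placed the SMC libraries at 89.1 to 90.0 and the non-SMC libraries at -91.2 to -86.6.

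The largest difference toward SMC was in Mycl, the L-Myc transcription factor gene often raised in SCLC, at 2297 ± 476 FPKM in SMC and 0.812 ± 0.362 in non-SMC (log2 difference 10.31, SE 0.06, limma adjusted p = 6.38e-19). Chga, which encodes the granule protein chromogranin A, was at 339 ± 125 FPKM in SMC against 0 to 0.0401 in non-SMC. Toward non-SMC, the intermediate filament gene Vim was at 1809.6 ± 476 FPKM in non-SMC against 0 to 0.0639 in SMC (log2 difference -10.74), and S100a6, a calcium-binding protein gene, was at 2132 ± 909.5 FPKM against 0 to 0.514 (-10.74). Other genes among those with the largest rises in SMC were Ddc, Nov, Sox1, Insm1, Bex2, Stmn3 and Fxyd6, and those with the largest falls were Spp1, Lgals1, Sparc, S100a10, Col1a2, Anxa2, Timp1 and Pcolce. On mm9, Mycl lies on chromosome 4 at 122673342 to 122679723 and Vim on chromosome 2 at 13495938 to 13504453.

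Of 13122 genes tested, limma called 11430, with 5870 higher and 5560 lower in SMC. At 2-fold or more, 2359 were higher and 2273 were lower. With no overlap between groups, all 6 SMC libraries lay above the non-SMC libraries for 3669 genes and below them for 3551, where chance gives 0.216% of genes if the 12 libraries are independent and 33.3% if the libraries of a line order together. With the line as the unit, which leaves 1 residual degree of freedom, 2441 genes were called (1134 higher and 1307 lower), and 31 of the 89 named genes lost the call. Among them were Ncam1, Epcam, Cdh1, Spint2, Cldn4, Itga6, Prrx1, Thy1, Col8a1, Smarca4, Smarca2, Arid1a, Arid2, Bcl11b, Bcl7c, Rb1 and Trp53. The others were Neurod1, Ttf1, Mycn, Nfib, Cpe, Cacnb3, Wwc1, Lats1, Nuak2, Dll3, Rsad2, E2f2, Cdkn2a and Foxm1. Only 2 lines stand behind each group, so a difference here is between these lines.

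**Figure D1:**
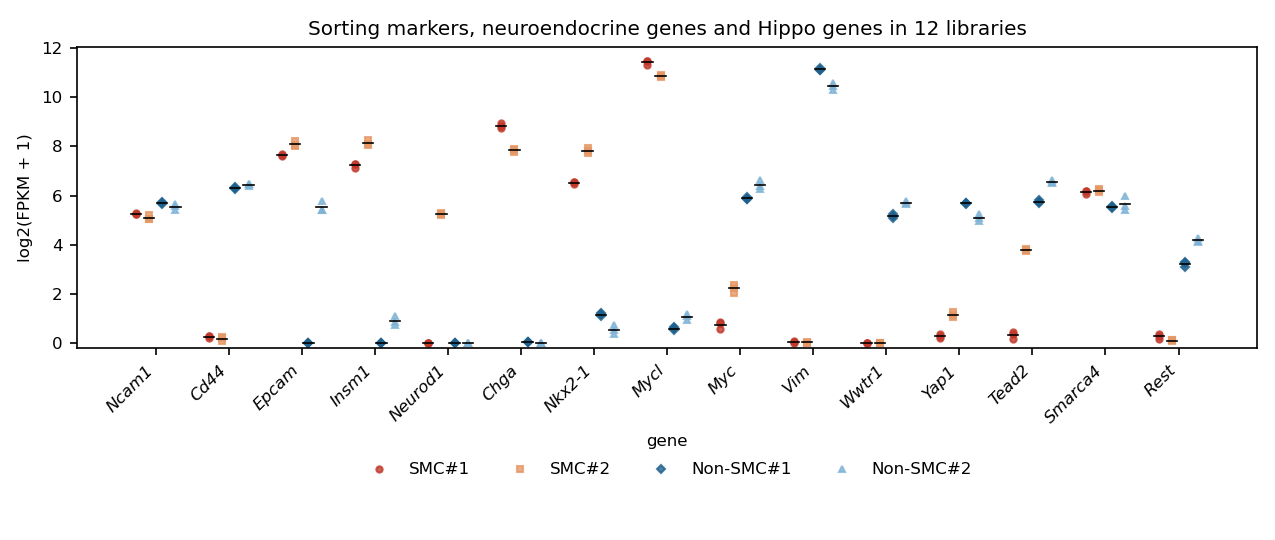
Expression of sorting markers, neuroendocrine genes and Hippo genes as log2(FPKM + 1), with 1 point per library and a short line at the mean of each cell line's 3 libraries. Chga is at 0 to 0.0401 FPKM in the non-SMC libraries, Wwtr1 is at 0 to 0.0125 FPKM in the SMC libraries, and Ncam1 is slightly lower in SMC.

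The genes of the sorted proteins, Cd44 and Ncam1, were examined next, together with Epcam. The paper's methods for the sort name NCAM and CD44, and EpCAM appears only in a figure legend on the flow cytometry. Cd44, a hyaluronan receptor, was at 0.173 ± 0.0538 FPKM in SMC and 82.2 ± 4.81 in non-SMC (log2 difference -6.15, limma adjusted p = 2.22e-18). Ncam1, the gene of the neural adhesion molecule NCAM, was lower in SMC, at 35.3 ± 2.47 FPKM against 48.2 ± 4.04 (log2 difference -0.44, SE 0.05, adjusted p = 4.43e-06), in both pairs (-0.44 in pair 1 and -0.43 in pair 2). The call was lost with the line as the unit, and the pair 2 difference was -0.14 and did not pass the test after quantile normalization. Epcam, an epithelial adhesion gene, was at 236 ± 42.9 FPKM in SMC against 0 to 53.9 in non-SMC. As a list chosen by the study on these cells, these 3 genes, listed as sorting markers, had 1 higher and 2 lower, and camera did not call it (adjusted p = 0.601). Camera looks for a shift of a list in 1 direction. A sort for high NCAM and low CD44 would move Ncam1 and Cd44 apart, so that result says nothing about the sort.

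The small-cell neuroendocrine (SCN) genes assayed by the study were all higher in SMC. All 6 passed the test, Nkx2-1, Sox11 and Neurod1 among them (camera adjusted p = 0.00021, and adjusted p = 0.0249 with an estimated correlation), a list that is not independent evidence because the study chose it on these cells. Nkx2-1, the lung lineage factor also called TTF-1, was at 159 ± 74.8 FPKM against 0.854 ± 0.437 (log2 difference 6.32), and Sox11, a neuronal progenitor factor, at 69.3 ± 14.0 against 5.77 ± 0.715 (3.36). Neurod1, a neuronal bHLH factor, was at 37.1 ± 0.827 FPKM in SMC#2 (SD, n = 3) and listed at 0 in the other 9 libraries. The Ttf1 row of the table belongs to the transcription termination factor, a different gene, at 3.57 ± 0.370 FPKM in SMC and 4.03 ± 1.12 in non-SMC (log2 difference -0.11, adjusted p = 0.0441), with 0.076 in pair 1, not past the test, and -0.30 in pair 2. That call was lost without any 1 of 8 libraries (-0.12 to -0.088), which were SMC#1 replicates 1 and 3, Non-SMC#1 replicates 2 and 3, SMC#2 replicates 1 and 3, and Non-SMC#2 replicates 1 and 2.

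Of 34 neuroendocrine markers tested, 32 rose in SMC and 2 fell (camera adjusted p = 1.36e-11). The adjusted p was 0.0726 with an estimated correlation. The list holds 5 of the 6 SCN genes, so the 2 lists are not separate evidence. Insm1, a zinc finger factor of neuroendocrine cells, was at 215 ± 72.9 FPKM in SMC against 0 to 1.15, and Syp, which encodes the vesicle protein synaptophysin, at 39.6 ± 10.4 against 0.380 ± 0.140. The members that fell were Ncam1 and Cpe, a prohormone-processing enzyme gene (119 ± 13.54 against 163 ± 21.8 FPKM, log2 difference -0.45). The fall of Cpe did not pass the test after quantile normalization (-0.085). Among SCLC subtype factors, 6 rose and 4 fell, and camera did not call the list (adjusted p = 0.402). Myc was at 2.19 ± 1.68 FPKM in SMC and 71.7 ± 16.9 in non-SMC (log2 difference -4.66), in the direction opposite to Mycl. Nfib, linked by earlier work to SCLC metastasis, was at 54.4 ± 1.45 against 42.0 ± 5.28 (0.38), and Mycn, the N-Myc gene, at 2.15 ± 1.40 against 0 to 0.869, a rise that passed the test in pair 1 (2.145) and not in pair 2 (0.19).

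Genes of neuronal function rose with the neuroendocrine genes. Of 31 genes of synaptic vesicles and transmitter release, 30 rose and 1, Dnm1, did not pass the test (camera adjusted p = 7.67e-10, and adjusted p = 0.0249 with an estimated correlation). Cadps2, a priming factor for vesicle release, was at 50.4 ± 7.84 FPKM in SMC and listed at 0 in all 6 non-SMC libraries, and Cplx2, which encodes the release regulator complexin, was at 145 ± 62.2 against 3.14 ± 3.40. Of 22 voltage-gated channel genes, 20 rose, 1 fell and 1 did not pass the test (adjusted p = 7.97e-07, and adjusted p = 0.191 with an estimated correlation). The potassium channel gene Kcnc1 was at 18.8 ± 1.31 FPKM in SMC and listed at 0 in non-SMC, whereas Cacnb3, a calcium channel subunit gene, fell (27.4 ± 5.81 against 37.2 ± 12.1). Of 24 genes of axon and neuronal growth, 20 rose and 4 fell (adjusted p = 0.00021, and adjusted p = 0.16 with an estimated correlation). Crmp1, a semaphorin signaling mediator, was at 70.9 ± 5.07 FPKM against 0 to 6.71, and Dpysl5, of the same family, at 32.4 ± 4.75 against 0 to 0.0839. Slit2, an axon guidance ligand gene, and Dpysl3 went the other way, at 0.461 ± 0.443 against 16.2 ± 2.42 FPKM and 14.3 ± 3.91 against 66.4 ± 15.1.

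TAZ and YAP, the transcriptional cofactors restrained by the Hippo pathway, were low in SMC. Wwtr1, the gene of TAZ, was at 0 to 0.0125 FPKM in SMC and 43.2 ± 9.02 in non-SMC (log2 difference -5.43, SE 0.04, limma adjusted p = 4.38e-18). It lies on mm9 chromosome 3 at 57259566 to 57379832. Yap1 was at 0.730 ± 0.574 FPKM in SMC against 42.0 ± 9.73 (log2 difference -4.67), and Tead2, a DNA-binding partner of both, at 6.53 ± 6.88 against 73.5 ± 22.7 (-4.10). Of 30 Hippo pathway genes, 22 fell, 7 rose and 1 did not pass the test (camera adjusted p = 0.000481, and adjusted p = 0.449 with an estimated correlation), a list singled out by the study on these cells and so not independent evidence. Wwc2, an upstream scaffold gene, fell (0 to 0.136 against 37.8 ± 3.002 FPKM), whereas Lats1, a kinase that inhibits YAP and TAZ, rose (15.2 ± 1.28 against 10.1 ± 1.28) and Wwc1 rose on average over the pairs (22.2 ± 0.767 against 14.6 ± 9.35) but not past the test in pair 2 (-0.035). With the line as the unit Lats1 and Wwc1 lost their calls, while Wwc2 kept its call. Of 24 YAP and TAZ target genes, 23 fell and 1 rose (adjusted p = 3.01e-08, and adjusted p = 0.0249 with an estimated correlation). The Hippo list shares 4 of these 24 genes. The matrix protein genes Cyr61 and Ctgf were at 0.191 ± 0.110 and 0 to 0.123 FPKM in SMC against 281 ± 29.8 and 149.5 ± 90.1 in non-SMC, and Nuak2, a stress kinase gene, was the member that rose on average (11.3 ± 0.780 against 8.14 ± 3.38), with 1.03 in pair 1 and -0.0060 in pair 2, where it did not pass the test.

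The study also asked about the SWI/SNF chromatin remodeler. Smarca4, which encodes its ATPase BRG1, was at 71.2 ± 3.21 FPKM in SMC and 47.7 ± 6.97 in non-SMC (log2 difference 0.58, SE 0.08, limma adjusted p = 1.47e-05). Smarca2, the gene of the alternative ATPase BRM, was lower on average, at 9.22 ± 1.76 against 13.8 ± 3.35 FPKM (-0.53), past the test in pair 2 (-0.95) and not in pair 1 (-0.11). Arid1a and Arid2, DNA-binding subunit genes, were at 41.9 ± 5.74 against 20.3 ± 5.29 and 25.6 ± 1.39 against 12.9 ± 2.41 FPKM. Of 30 subunits, 21 rose, 5 fell and 4 did not pass the test (camera adjusted p = 0.0166, and adjusted p = 0.16 with an estimated correlation), again on a list singled out by the study. Within the pairs camera called the list in pair 2 (adjusted p = 0.025) and not in pair 1 (adjusted p = 0.0573). Bcl7a and Bcl11b showed the largest rises (48.2 ± 7.34 against 6.56 ± 1.94 and 7.25 ± 4.65 against 0.0911 ± 0.0922 FPKM), and Smarcd3 and Bcl7c the largest falls (2.25 ± 0.785 against 18.4 ± 3.09 and 23.3 ± 0.857 against 36.6 ± 6.94). With the line as the unit Smarca4, Smarca2, Arid1a, Arid2, Bcl11b and Bcl7c lost their calls. Of 16 other chromatin remodeler genes, 10 rose, 3 fell and 3 did not pass the test (camera adjusted p = 0.175).

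**Figure D2:**
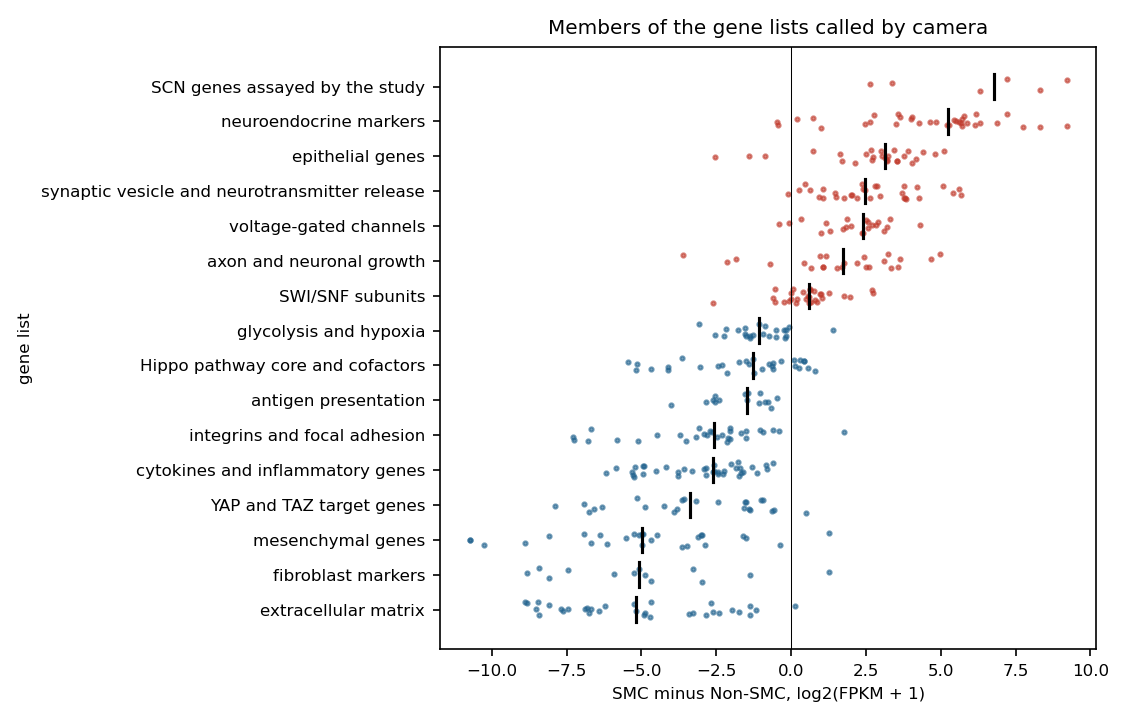
Log2 difference in log2(FPKM + 1), SMC minus non-SMC, for tested members of the 16 gene lists called by camera at the preset correlation, with 1 point per gene and a bar at the list median. Medians run from -5.18 for extracellular matrix genes to 6.77 for the SCN genes.

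Mesenchymal and adhesion genes were low in SMC. Of 27 mesenchymal genes, 26 fell and 1 rose (camera adjusted p = 1.04e-10, and adjusted p = 0.00103 with an estimated correlation). Vim and S100a6 fell furthest, and Thy1, a surface glycoprotein gene, was the member that rose (1.52 ± 0.697 in SMC against 0 to 0.0245 FPKM). Of 33 extracellular matrix genes, 32 fell and 1 rose (adjusted p = 4.52e-12, and adjusted p = 0.16 with an estimated correlation), with the collagen gene Col1a2 listed at 0 in SMC against 588 ± 408 FPKM and Sparc, a collagen-binding protein gene, at 0 to 0.312 against 522 ± 33.2. The member that rose on average was Col8a1 (23.3 ± 23.9 against 8.74 ± 1.04 FPKM, log2 difference 0.14), which fell in pair 1 (-2.08) and rose in pair 2 (2.37) and whose difference was -0.055 with a pseudocount of 0.1. Its call was lost without any 1 of 8 libraries (0.11 to 0.14), which were replicates 1 and 2 of both SMC lines and replicates 2 and 3 of both non-SMC lines. Of 30 integrin and focal adhesion genes, 29 fell and 1 rose (adjusted p = 3.71e-09, and adjusted p = 0.16 with an estimated correlation). Msn, which links membranes to actin, was at 0 to 3.02 FPKM in SMC against 311 ± 30.4, Ptrf, a caveola coat gene, at 0.326 ± 0.261 against 206 ± 71.1, and the laminin receptor gene Itga6 was higher on average (19.1 ± 1.205 against 11.4 ± 11.98), with 3.70 in pair 1 and -0.19 in pair 2. Fibroblast markers moved with these groups. Of 13 tested, 12 fell and 1 rose (adjusted p = 7.06e-06, and adjusted p = 0.0802 with an estimated correlation), and 10 of the 13 are also in the matrix or mesenchymal lists. Among them Prrx1, a mesenchymal homeobox factor, was at 237 ± 4.07 FPKM in Non-SMC#1 and 5.20 ± 0.280 in Non-SMC#2 (SD, n = 3).

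Of 27 epithelial genes, 24 rose in SMC and 3 fell (camera adjusted p = 8.71e-07, and adjusted p = 0.134 with an estimated correlation). Cdh1, which encodes E-cadherin, was at 58.0 ± 18.7 FPKM in SMC against 9.50 ± 10.2 in non-SMC, and Spint2, a protease inhibitor gene, at 181 ± 23.7 against 19.2 ± 21.2. The wide SDs in non-SMC came with a difference between its lines, since Cdh1 was at 0.208 ± 0.0951 FPKM in Non-SMC#1 and 18.8 ± 1.61 in Non-SMC#2. The tight junction gene Cldn4 was among those that fell (log2 difference -2.55), past the test in pair 2 (-5.16) and not in pair 1 (0.060).

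**Figure D3:**
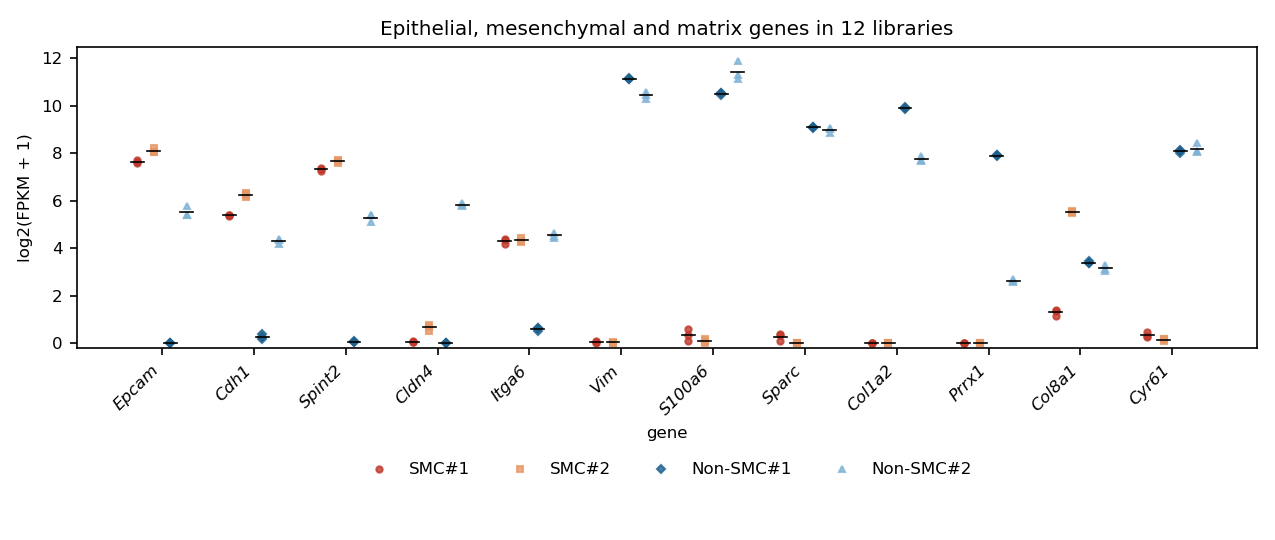
Expression of epithelial, mesenchymal and matrix genes as log2(FPKM + 1), with 1 point per library and a short line at the mean of each cell line's 3 libraries. Vim is at 1257 to 2313 FPKM in the 6 non-SMC libraries, while Epcam is at 45.5 FPKM in Non-SMC#2 and 0 to 0.0176 in Non-SMC#1.

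Most immune-related genes tested were low in SMC. The study named immune-related pathways on these cells, so this direction is not independent evidence. All 37 cytokine and inflammatory genes tested fell (camera adjusted p = 3.7e-12, and adjusted p = 0.00103 with an estimated correlation). Ptgs2, the inducible prostaglandin synthase gene, was at 0 to 0.126 FPKM in SMC against 79.9 ± 30.0, and Csf1, a macrophage growth factor gene, at 1.24 ± 0.904 against 123 ± 30.5. All 15 antigen presentation genes tested fell (adjusted p = 3.18e-05, and adjusted p = 0.16 with an estimated correlation). B2m, the shared light chain of MHC class I, was at 21.7 ± 2.48 FPKM against 365 ± 48.8, and Psmb8, an immunoproteasome subunit gene, at 0.308 ± 0.150 against 8.36 ± 1.24. Interferon response genes went both ways, with 8 higher and 12 lower of 20 (adjusted p = 0.144), and the list was called after quantile normalization. Ifitm3, an antiviral membrane protein gene, and Gbp2, an interferon-induced GTPase gene, were at 14.9 ± 6.18 against 708 ± 549 and listed at 0 against 8.93 ± 2.13 FPKM. The antiviral gene Rsad2 and Tmem173, which encodes the DNA sensor adaptor STING, were higher in SMC, at 4.87 ± 3.21 against 0.0420 ± 0.0233 and 23.1 ± 12.8 against 6.45 ± 2.05 FPKM.

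Of 13 Notch pathway genes, 8 rose and 5 fell, and camera did not call the list (adjusted p = 0.455). The ligand genes Jag2 and Dll3 rose (44.4 ± 3.83 against 2.22 ± 1.98 FPKM, and 9.12 ± 7.94 against 0 to 0.112), as did Hes6, a neurogenic bHLH gene outside the list (262 ± 139 against 17.5 ± 1.29). With the line as the unit Dll3 lost its call, while Jag2 and Hes6 kept theirs. The receptor gene Notch2 and Rest, a repressor of neuronal genes, fell (1.67 ± 0.390 against 19.2 ± 4.02 and 0.146 ± 0.0938 against 12.7 ± 4.88), and so did the Notch effector Hes1 (6.85 ± 0.685 against 37.7 ± 12.8 FPKM). Cell cycle genes were not called as a list, with 13 higher, 11 lower and 6 not past the test of 30 (adjusted p = 0.679). E2f2, an S-phase factor gene, and Ccne2, a cyclin gene, rose (318 ± 328 against 2.03 ± 0.713 and 63.7 ± 8.49 against 11.0 ± 2.86 FPKM), while Cdkn2a, a tumor suppressor locus, and the mitotic factor gene Foxm1 fell on average (136 ± 12.3 against 233 ± 91.2 and 29.7 ± 3.75 against 44.4 ± 10.3). Both passed the test in pair 1 (-1.12 and -0.91) and not in pair 2 (-0.22 and -0.16), and both lost the call with the line as the unit. E2f2 lost its call in that design too, while Ccne2 kept it. Of 20 p53 target genes, 6 rose, 10 fell and 4 did not pass the test (adjusted p = 0.482). Btg2 and the cell cycle inhibitor gene Cdkn1a were higher in SMC (40.7 ± 16.6 against 3.72 ± 0.407 and 29.0 ± 7.47 against 5.63 ± 1.91 FPKM), and the death receptor genes Fas and Tnfrsf10b lower (0 to 0.0468 against 12.1 ± 1.59 and 0.309 ± 0.0411 against 16.1 ± 4.69).

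Rb1 and Trp53, the tumor suppressor genes deleted in this model, were at 3.46 ± 0.487 against 0.850 ± 0.117 FPKM and 7.37 ± 0.338 against 3.37 ± 0.312. Gene-level values do not separate the deleted exons from those that remain, so they do not check the labels. These 2 genes were not called as a list (camera adjusted p = 0.158).

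The remaining lists were as follows. Of 23 glycolysis and hypoxia genes, 20 fell, 1 rose and 2 did not pass the test (camera adjusted p = 0.000471, and adjusted p = 0.449 with an estimated correlation). Camera called none of the others, which were tuft-like markers (1 higher and 2 lower of 3, adjusted p = 0.679), E2F and RB target genes (11 and 7 of 20, 0.455), immediate early genes (4 and 6 of 11, 0.317) and ribosomal proteins (5 and 11 of 24, 0.237). The same held for markers of other cell types, namely immune cells (1 higher and 2 lower of 3, adjusted p = 0.782), endothelium (1 and 0 of 2, 0.376), mesothelium (0 and 3 of 3, 0.0935), lung epithelium (5 and 1 of 6, 0.198) and hepatocytes (1 and 1 of 2, 0.903). Camera called 16 of 33 lists, 7 higher and 9 lower, and 5 of them held with an estimated correlation, which were the SCN, synaptic vesicle, YAP and TAZ target, mesenchymal and cytokine lists. Within pair 1 camera called 15 lists, those 16 without the SWI/SNF subunits, and within pair 2 it called 17, those 16 and the mesothelial markers (adjusted p = 0.0368). Counts adjusted over the list alone were the same as those over all genes in each of the 33 lists. The mean and the camera direction differed in sign in 1 list, the immune cell markers (mean 0.031, camera lower).

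The pairs were then compared with each other. In pair 1, Mycl rose by 10.82 on the log2 scale and Chga by 8.77, and Vim fell by 11.08. In pair 2 Mycl rose by 9.79 and Chga by 7.83, and Vim fell by 10.39. The differences in pairs 1 and 2 were -5.17 and -5.70 for Wwtr1, -5.41 and -3.94 for Yap1, and -6.05 and -6.25 for Cd44. Limma called 10552 genes in pair 1 (5767 higher and 4785 lower in SMC, of which 2602 and 2113 at 2-fold or more) and 10763 in pair 2 (5142 and 5621, of which 2286 and 2595). Higher genes made up 54.65% of the calls in pair 1 and 47.8% in pair 2, but 51.9% and 53.7% after quantile normalization and 50.9% and 50.6% with median-ratio scaling, so the balance in pair 2 depends on scaling. Both pairs called 4199 genes higher and 3962 lower, where independent lists would share 2260 and 2050, and 893 genes went in opposite directions. Across genes, which are not independent replicates, the log2 differences of the pairs had a Pearson r of 0.793 and a Spearman rho of 0.777.

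**Figure D4:**
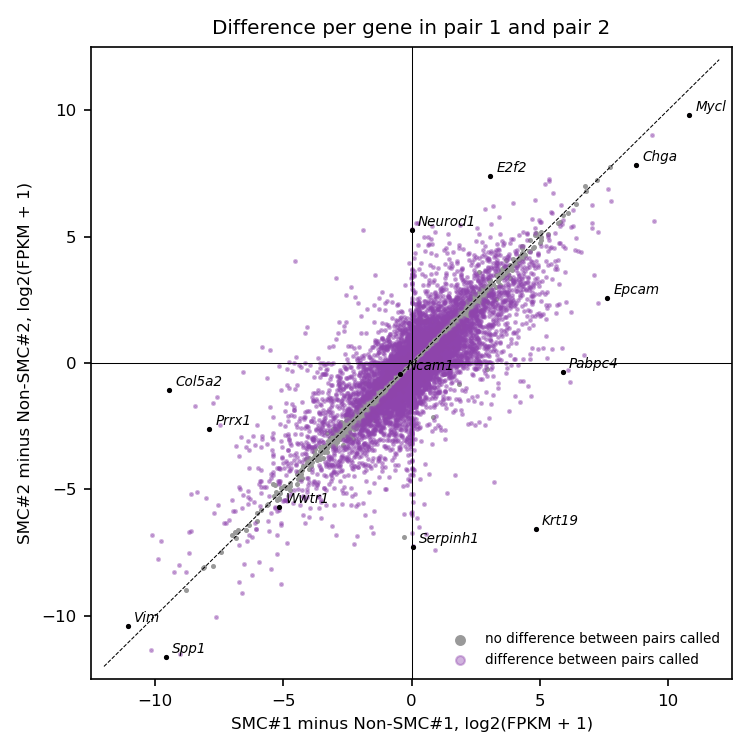
Log2 difference of each tested gene, SMC minus non-SMC in log2(FPKM + 1), in pair 1 (horizontal) and pair 2 (vertical), with 1 point per gene and colour for a called difference between the pairs. Mycl lies at 10.82 and 9.79, whereas Epcam lies at 7.63 and 2.57 and Nov at 9.47 and 5.62.

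The difference between the pairs was largest, among named genes, for Prrx1, Neurod1, Cldn4, Epcam and Spint2. Epcam rose by 7.63 in pair 1 and 2.57 in pair 2 (difference 5.06, SE 0.14, limma adjusted p = 5.9e-12), and it was at 45.5 ± 7.29 FPKM in Non-SMC#2 against 0 to 0.0176 in Non-SMC#1 (SD, n = 3). Cldn4 was at 56.1 ± 2.91 FPKM in Non-SMC#2 and at 0.595 ± 0.136 or less in the other lines. E2f2 was at 617 ± 30.6 FPKM in SMC#2 and 19.1 ± 1.03 in SMC#1, and Col8a1 at 45.1 ± 1.15 in SMC#2 and 1.49 ± 0.212 in SMC#1. Of the 13122 genes, 7957 differed between the pairs, 5010 with the more positive difference in pair 1 and 2947 in pair 2. That split of 63.0% toward pair 1 became 48.4% after quantile normalization and 51.7% with median-ratio scaling, and the median over all genes, 0.16 on the log2 scale, moved to -0.019 and 0.013. Camera called 4 lists for this difference, which were the epithelial (adjusted p = 1.28e-10), extracellular matrix (9.8e-05), fibroblast (0.00479) and glycolysis lists (0.00479), and 0 of them with an estimated correlation (adjusted p = 0.277, 0.811, 0.671 and 0.825).

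Neighbors of Mycl on mm9 chromosome 4, chosen after their values were seen, also differed between the lines. Cap1, an actin regulator gene, was at 2534 ± 152 FPKM in SMC#1, 107 ± 0.295 in Non-SMC#1, 52.9 ± 2.15 in SMC#2 and 99.2 ± 9.09 in Non-SMC#2 (SD, n = 3), and Pabpc4, a poly(A)-binding protein gene, was at 1116 ± 69.2, 17.7 ± 0.838, 20.5 ± 0.786 and 26.3 ± 2.50 FPKM in the same order. Ppie, a peptidyl-prolyl isomerase gene at 122804368 to 122817184, was higher in SMC in both pairs (log2 differences 5.78 and 4.74), at 1179 FPKM in SMC#1 and 806 in SMC#2. Of the 9 other genes tested within 300 kb of Mycl, 8 were at least 2-fold higher in SMC of pair 1 and 5 in SMC of pair 2.

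**Figure D5:**
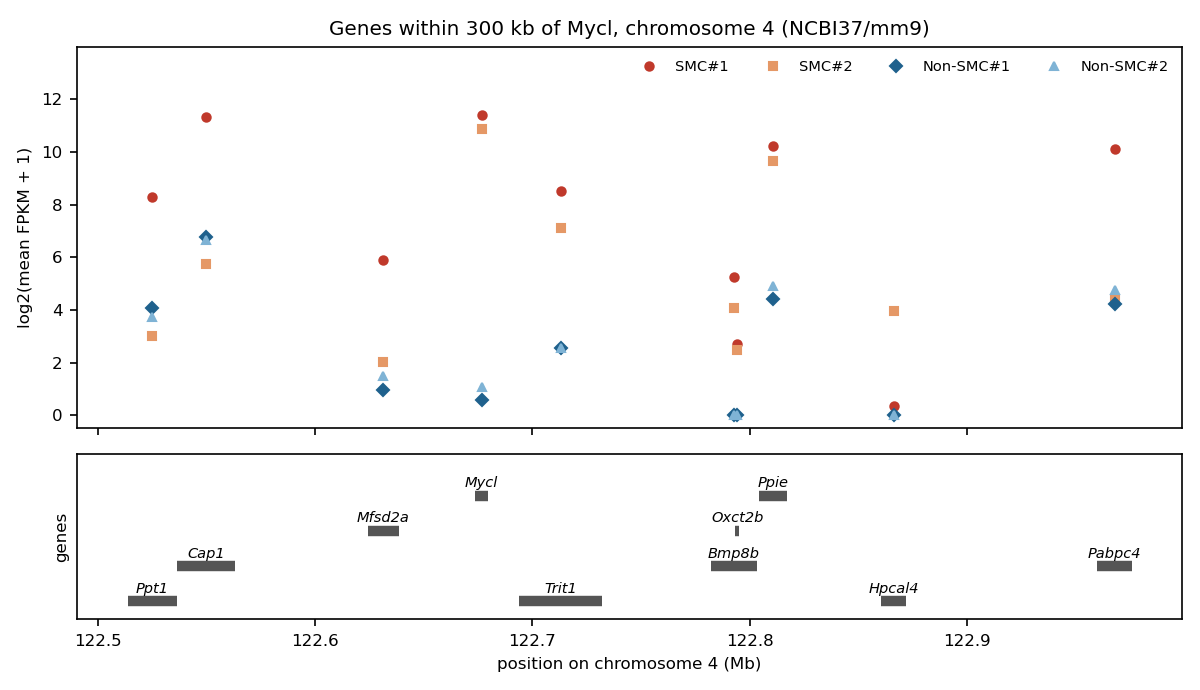
Upper panel, log2(mean FPKM + 1) over 3 libraries for each line at each gene within 300 kb of Mycl on mm9 chromosome 4, and lower panel, gene positions in Mb. Mycl is high in both SMC lines, and Cap1 and Pabpc4 are high in SMC#1 alone.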

Values the study reported

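The study reported that 13 of 15 mice carrying transplanted NCAM-high, CD44-low cells developed liver metastases, against 1 of 15 mice carrying NCAM-low, CD44-high cells. About 13 ± 2% of labelled non-SMC cells showed the NCAM-high, CD44-low pattern in allograft tumors, and clonal lines gave 14 ± 2% to 20 ± 3%. Its text gave real-time PCR results as directions, with higher Insm1, Neurod1, Chga, Sox11, Ttf1 and Brg1 and lower Taz and Yap in SMC.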

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

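The tests of explanations and the counts of other splits of the libraries were chosen after the results were seen, while the difference between the pairs was a planned test. Named genes of several groups differed between the pairs. On the log2 scale, pair 1 minus pair 2, the values for epithelial and adhesion genes were Epcam 5.06, Spint2 4.90, Cldn4 5.22, Cdh1 3.18, Itga6 3.895, Msn 2.155 and Ptrf 1.44. For mesenchymal, matrix and secreted genes they were Prrx1 -5.26, Col8a1 -4.455, Col1a2 -2.15, Pcolce -1.08, Anxa2 -1.002, Vim -0.69, Timp1 -0.54, Thy1 -0.545, S100a6 1.185, S100a10 2.38, Lgals1 2.46, Spp1 2.04, Ctgf 1.88 and Nov 3.845. For neuroendocrine and neuronal genes they were Neurod1 -5.25, Nkx2-1 -1.915, Sox11 -0.77, Chga 0.94, Syp 0.43, Sox1 0.78, Bex2 1.39, Cadps2 0.38, Cplx2 -1.63, Dpysl5 -0.33, Crmp1 -3.03 and Slit2 1.04. For MYC family, subtype and Hippo genes they were Mycl 1.03, Mycn 1.96, Myc -0.93, Nfib -0.32, Wwtr1 0.53, Yap1 -1.47, Tead2 -2.64, Wwc1 1.69 and Nuak2 1.035. For chromatin and Notch genes, with Ttf1, they were Smarca2 0.83, Arid2 0.33, Smarcd3 0.96, Bcl7c 0.38, Bcl11b -1.85, Rest 1.135, Hes1 0.65, Hes6 1.44, Jag2 1.515, Dll3 -2.62 and Ttf1 0.38. For immune-related genes they were Rsad2 1.61, Tmem173 0.74, Ifitm3 -3.56, Gbp2 0.55, Ptgs2 -0.86 and Csf1 -1.69, and for cell cycle and p53 target genes E2f2 -4.34, Ccne2 -0.89, Cdkn2a -0.90, Foxm1 -0.75, Btg2 1.23 and Tnfrsf10b -0.72. In all, 65 of the 89 named genes differed between the pairs, 37 with the more positive value in pair 1 and 28 in pair 2, and 7957 of all genes did. The calls of Arid2, Bcl7c, Ttf1, Cadps2, Dpysl5, Ptgs2, Syp, Timp1 and Thy1 for this difference were lost under at least 1 alternative, and Ptgs2 was at -0.0089 with a pseudocount of 0.1.

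Of 186 groups of 6 libraries examined, 8 held a library far from the others. Each group joins libraries of 2 differing lines, so no chance rate can be set beside this count. In SMC the far library was SMC#1 replicate 3, for Fas (0.0468 FPKM, the others at 0). In Non-SMC#2 replicate 3, Smarca4 was at 61.4 FPKM (nearest other 47.1) and Cyr61 at 340.1 (nearest other 278). In Non-SMC#2 replicate 1, B2m was at 461 FPKM (nearest other 361), Fas at 15.2 (nearest other 12.1) and the FPKM sum at 428000 (nearest other 381200). In Non-SMC#1 replicate 1, Thy1 was at 0.0245 FPKM (the others at 0) and Dll3 at 0.112 (nearest other 0.0333). Replicates 1, 2 and 3 of Non-SMC#2 also spread along principal component 4, at -21.5, 2.38 and 19.8. That component held 0.7405% of the variance.

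Runs of neighboring genes on mm9 chromosome 4 were high in the SMC lines. The run from Mycl to Pabpc4 had a median log2 difference of 5.78 in pair 1 and 4.045 in pair 2. Ppt1, Cap1, Mfsd2a and Pabpc4 were raised in pair 1 and not in pair 2. Another run, at 135559285 to 135849857 around E2f2, was high in SMC#2, where Id3 was at 505 FPKM and Zfp46 at 156 against 69.9 and 6.95 in SMC#1. Of 13 other genes tested within 300 kb of E2f2, 5 were at least 2-fold higher in SMC of pair 2, and within the run Tceb3 (0.051) and Tcea3 (0.18) were not. Scaling between libraries is argued against by the size of the median-ratio factors, which were 0.952 to 1.079. Factors this small could hardly move the median pair 1 difference of the raised genes near Mycl (5.083 before and 5.004 after). Reads of Mycl assigned to its neighbors are argued against for Ppt1, Cap1, Mfsd2a and Pabpc4 only. These 4 of the 8 genes raised in pair 1 were not raised in pair 2, where Mycl stood at 1874 FPKM in SMC#2. Trit1, Bmp8b, Oxct2b and Ppie were raised in both pairs, so for them such reads cannot be told apart from other causes. The run near Mycl ranked 1 of 12921 runs of 7 genes in pair 1. That rank was taken after its genes had stood out, so it restates the pattern and supports no cause. In pair 2 the highest run lay on chromosome 11 and held Hoxb genes (median 4.694). More DNA copies of the segment may account for the run near Mycl but cannot be told apart from shared regulation, since no DNA was analyzed here.

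Ncam1 was lower in SMC although these cells were sorted for high NCAM protein. Libraries exchanged between SMC and non-SMC are argued against, since 0 of the 12 libraries had Cd44 or Mycl on the side of the other group. Cd44 carries this point, because Mycl also headed a ranking that required no overlap between the labelled groups. Neither gene could show libraries exchanged between lines of the same group. Scaling as the whole cause is argued against, since the difference of -0.44 was -0.2088 after quantile normalization and -0.444 with median-ratio scaling, both past the test, although pair 2 alone did not pass it after quantile normalization (-0.14). Whether an isoform differs from the gene-level value cannot be told, because the table has 1 row for Ncam1. Whether the protein differs from it cannot be told from RNA values at all. The paper blotted NCAM in established lines of both kinds, but its text gives no direction for that blot. Its other protein results do have a direction. Tumors grown from NCAM-high cells showed the NCAM-high, CD44-low pattern, and most labelled non-SMC cells in allograft tumors kept the non-SMC pattern. NCAM protein rose with Taz knockdown in non-SMC and fell with mutant TAZ in SMC. The paper does not say whether these were the lines sequenced.

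Of 27 epithelial genes, 13 were at 5 FPKM or more in Non-SMC#2 and under 1 in Non-SMC#1. SMC cells mixed into Non-SMC#2 are argued against, since these genes would need a median of 37.6% SMC#2 cells (lowest 8.61%), while the 10 genes highest in SMC allow at most 1.53%. Scaling is argued against by the same small median-ratio factors, which could hardly move the median difference between the pairs over the list (2.78 before and 2.71 after). Non-tumor fibroblasts grown as Non-SMC#1, where Col1a2 was at 960 FPKM, cannot be told apart from these values alone, since Trp53 was at 1.003 times its Non-SMC#2 level and gene-level values do not separate the deleted exons. The study's genotyping found Rb1 and Trp53 deleted in both sorted populations, and both formed subcutaneous tumors in all mice of its allograft assay. These results speak against such cells, though the paper does not say which lines were used. A gate on EpCAM would remove such cells. The paper names that stain in a figure legend but only NCAM and CD44 in the methods of the sort. A difference between the tumors of origin stays open and untested.

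Among 100 splits of the 12 libraries, the real SMC against non-SMC split gave 11430 genes and was the 1 split to do so (highest other 756), and 2 of 100 splits gave 7957 genes or more for the difference between the pairs. Neither result excludes chance between lines, because the libraries of a line are alike. The splits dealt libraries singly, which put libraries of different lines under 1 fitted mean and widened the residual spread. The real split keeps each line whole, so it was favored to call more genes. The other split with as many genes for the difference between the pairs gave 9068 and happens to put the SMC against non-SMC difference into this test, so it reflects the structure of the samples. With the lines kept whole, the 3 splits gave 11430 genes for SMC against non-SMC, 8817 for pair 1 against pair 2 and 7957 for the remaining split, which is the difference between the pairs, and 3 splits are too few for a share under 0.05. For the number of lists, 27 of 100 splits, the real one included, called 16 or more (highest other 18). The others were 21 of the 54 splits with 4 SMC libraries on 1 side and all 5 splits with 5. Such splits still carry part of the SMC difference, so they cannot decide whether chance gives that number of lists. The 40 splits with 3 SMC libraries a side called at most 5, again for libraries dealt singly. Within pair 1 and pair 2 the 10 splits are too few for a share under 0.05 (real 10552 and 10763, highest other 0 in each).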

How the results depend on the processing

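For the SMC against non-SMC difference, the count of called genes was 11430 and stayed within 1.5 times that value under the alternatives run except the line as the unit, which gave 2441 genes (1134 higher and 1307 lower, 1124 and 1289 of them at 2-fold or more). That design leaves 1 residual degree of freedom, and all 2441 were among the 11430 with the same direction. Leaving out each library in turn gave 10987 to 11336 genes, 9891 to 10819 in pair 1, 10125 to 10579 in pair 2 and 7208 to 8249 for the difference between the pairs, and 16 lists each time. The replicate number did not pair the libraries, since same-number correlations ran from -0.382 to 0.355, 4 of 18 were over 0.1, and 5 of 12 libraries correlated best with their own number. With a replicate block the counts were 11426, 10572, 10741 and 7928 genes and 16 lists. Leaving out rows at 0 in each library of a line, chosen after seeing the data, gave 10485, 9725, 9863 and 7119. For lists, camera at the preset correlation called 16, the estimated correlation 5 and fry 33, fry being a test that does not compare a list with other genes. Fry put the immune cell markers in the other direction (adjusted p = 0.000475). Values that changed sign were Col8a1 with a pseudocount of 0.1 (-0.055), the pair 2 differences of Cpe (0.0195) and Itga6 (0.0351) after quantile normalization, and the Syp difference between the pairs with a pseudocount of 0.1 (-0.00223). The cause was not tested. For single genes, 2056 of the SMC against non-SMC comparisons across alternatives kept direction and call, 55 lost the call, 31 of those with the line as the unit and the others for Ttf1, Col8a1 and Cpe, and 1 changed sign. In pair 1, pair 2 and between the pairs 6, 11 and 16 lost the call. Cacnb3 in pair 1 lost it without SMC#1 replicate 1 or 2 or Non-SMC#1 replicate 1 or 3 (-0.26 to -0.23), and Itga6 in pair 2 without SMC#1 replicate 2, Non-SMC#1 replicate 2 or 3, SMC#2 replicate 1 or 3, or Non-SMC#2 replicate 2 or 3 (-0.20 to -0.13). Between the pairs, Arid2 (0.13 to 0.17), Bcl7c (0.20 to 0.22) and Ttf1 (0.099 to 0.25) lost it after quantile normalization and median-ratio scaling, Cadps2 (0.21) after quantile normalization, Dpysl5 (-0.22) and Ptgs2 (-0.0089) with a pseudocount of 0.1, and Syp with a pseudocount of 0.5 and after quantile normalization. Timp1 lost it without SMC#2 replicate 2 (-0.43), and Thy1 without replicate 1 or 2 of either SMC line (-0.52 to -0.44). Differences within or between pairs that had not passed the test were not followed across alternatives, a choice made after seeing the data. The count-based tests with edgeR and DESeq2 were not run because no counts were used here. At an estimated 24700000 to 44500000 fragments per library, depending on the fragment length assumed, depth limits mainly genes near 0.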

Other observations

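The genes in this part were chosen after their values were seen. Genes of the HoxB cluster, which encodes homeodomain factors of body patterning, were low in Non-SMC#2. On mm9 chromosome 11 at 96132644 to 96215328, Hoxb6 was at 1.23 ± 0.299 FPKM in Non-SMC#2 against 53.8 ± 5.11 in SMC#1, 30.3 ± 1.71 in Non-SMC#1 and 56.5 ± 3.34 in SMC#2 (SD, n = 3). Hoxb9 was at 0.706 ± 0.119 FPKM in Non-SMC#2 and 22.4 ± 0.633 in Non-SMC#1, and Hoxb2 at 0.0530 ± 0.0318 and 16.7 ± 0.712. The non-SMC lines also differed in matrix genes. Col5a2, a collagen gene, was at 698 ± 10.3 FPKM in Non-SMC#1 and 1.11 ± 0.0972 in Non-SMC#2, Sfrp2, a secreted Wnt modulator gene, at 348 ± 7.81 and 2.31 ± 0.306, and Postn, a matrix protein gene, at 217 ± 9.86 and 2.07 ± 0.193. Serpinh1, which encodes a collagen chaperone, was at 158 ± 5.43 FPKM in Non-SMC#2 and 0.0510 ± 0.0200 in Non-SMC#1, where Col1a2 was at 960 FPKM.

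Further genes were high in some lines and low in others. Prl, the prolactin gene, was at 106 ± 19.7 FPKM in Non-SMC#2 and listed at 0 in the other 9 libraries. Igf2, a fetal growth factor gene, was at 74.8 ± 7.12 FPKM in SMC#2 and 0.0216 ± 0.00755 in SMC#1, and Nkx6-1, a homeodomain factor of islet and neural progenitors, at 37.9 ± 1.93 and 0.294 ± 0.00993, with 3.86 ± 0.261 in Non-SMC#1. Krt19, a simple epithelial keratin gene, was at 133 ± 16.5 FPKM in Non-SMC#2 and 36.3 ± 6.31 in SMC#1 against 0.294 ± 0.130 in Non-SMC#1 and 0.425 ± 0.322 in SMC#2. Sftpc, a surfactant protein gene of alveolar type 2 cells, was at 45.3 FPKM in SMC#1 and 0.482 in SMC#2, with log2 differences from the non-SMC lines of 5.49 in pair 1 and 0.57 in pair 2. Among glycolysis genes, the log2 differences between SMC and non-SMC were -2.18 (SE 0.13) for Aldoa, -1.38 (SE 0.10) for Ldha and -3.07 (SE 0.07) for Hk2, a hexokinase gene.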
